# A Role for Voltage-Dependent Anion Channel Vdac1 in Polyglutamine-Mediated Neuronal Cell Death

**DOI:** 10.1371/journal.pone.0001170

**Published:** 2007-11-14

**Authors:** Tanay Ghosh, Neeraj Pandey, Arindam Maitra, Samir K. Brahmachari, Beena Pillai

## Abstract

Expansion of trinucleotide repeats in coding and non-coding regions of genes is associated with sixteen neurodegenerative disorders. However, the molecular effects that lead to neurodegeneration have remained elusive. We have explored the role of transcriptional dysregulation by TATA-box binding protein (TBP) containing an expanded polyglutamine stretch in a mouse neuronal cell culture based model. We find that mouse neuronal cells expressing a variant of human TBP harboring an abnormally expanded polyQ tract not only form intranuclear aggregates, but also show transcription dysregulation of the voltage dependent anion channel, Vdac1, increased cytochrome c release from the mitochondria and upregulation of genes involved in localized neuronal translation. On the other hand, unfolded protein response seemed to be unaffected. Consistent with an increased transcriptional effect, we observe an elevated promoter occupancy by TBP in vivo in TATA containing and TATA-less promoters of differentially expressed genes. Our study suggests a link between transcriptional dysfunction and cell death in trinucleotide repeat mediated neuronal dysfunction through voltage dependent anion channel, Vdac1, which has been recently recognized as a critical determinant of cell death.

## Introduction

Expansion of CAG repeats in coding regions resulting in expanded polyglutamine stretches in proteins is associated with nine neurodegenerative disorders. Though the mechanistic basis of trinuleotide repeat expansion has been studied extensively, the molecular effects that lead to neurodegeneration have remained elusive, in spite of common features of these disorders implying a shared mechanism [reviewed in [1]]. Huntington's disease, the most common of the neurodegenerative disorders caused by the expansion of a CAG repeat in the coding region of the Htt protein has been studied extensively to establish the mechanism of neurodegeneration and for developing therapeutic applications [2]. In many cases, limited knowledge about the normal functions of the protein has prevented studies into the loss/gain of function due to Trinucleotide Repeat Expansion in them.

Spinocerebellar Ataxia 17, is caused by the expansion of a polyglutamine repeat in the poorly conserved, structurally uncharacterized N- terminal half of the human TATA binding protein. The length of the polyglutamine stretch ranges from 29 to 42 in normal individuals whereas in patients they maybe as high as 63 [3]–[5]. The disease is characterized by neurodegeneration in specific regions of the brain at the morphological level and clinical symptoms like gait disturbance, tremor and dementia. TBP a general transcription factor for a majority of eukaryotic promoters, binds to the core promoter element, TATA box (TAT/AAAT) upstream of transcription start site and initiates transcription by allowing assembly of pre-initiation complex [6], [7]. The detection of TBP in intranuclear protein aggregates in brain tissues from Huntington and Alzheimer patients [8] and the association of expanded polyglutamine stretches in TBP with Huntington like symptoms in a Caucasian family [9] have led to the proposal that TBP may play a more general role in a common mechanism for trinucleotide repeat expansion mediated neurodegeneration [8], [10].

Out of a number of mechanisms proposed for neurodegeneration in trinucleotide repeat expansion disorders, transcriptional dysregulation and inappropriate response to unfolded protein accumulation have gained attention in recent years. The strongest evidence for transcriptional dysregulation comes from the observed interaction between the glutamine rich regions of Sp1 with Huntingtin protein harbouring polyglutamine expansion in brain tissue from Huntington patients [11]. Riley and Orr have recently highlighted the importance of transcriptional regulation in polyglutamine disorders and suggested that studying the role of TBP in neurons will help understand how mutations in ubiquitous transcription factors result in disease effects in a restricted set of neurons [12].

Here, we have explored the role of transcriptional dysregulation by expanded polyglutamine stretch containing TBP in SCA17 using a mouse neuronal cell culture based model. Mouse neuronal cells expressing a variant of human TBP harboring 59Q repeats were seen to accumulate intranuclear aggregates whereas a variant harbouring a 16Q stretch did not show any signs of aggregation. Genes involved in localized neuronal translation, cytoplasmic beta-actin (Actb), eukaryotic elongation factor2 (Eef2) and eukaryotic elongation factor 1 (Eef1alpha 1); retrograde transport, p25 subunit of dynactin (Dctn5); survival related gene, Vdac1 and ubiquitin related gene, ubiquitin B (Ubb) were induced in cells with TBP containing expanded polyQ. On the other hand, unfolded protein response seemed to be unaffected. Chromatin Immunoprecipitation studies at a TATA containing and a TATA less promoter from the differentially expressed genes suggested that TBP occupancy was elevated in vivo. Overexpression of the mitochondria and ER associated voltage gated anion channel, Vdac1, has been shown to affect mitochondrial flux and trigger apoptosis in non-neuronal cellular models. In our studies, VDAC1 overexpression lead to elevated cytochrome c release and apoptotic cell death in mouse neuronal cells. We found increased cytochrome c release and apoptotic cell death from the mitochondria in mouse neuronal cells expressing a variant of human TBP harboring abnormally expanded polyQ tract. Our results identify putative link between transcriptional dysregulation and cell death in trinucleotide repeat associated neuronal dysfunction.

## Results

We used Neuro-2a cells transfected with 16Q and 59Q polyQ containing TBP alleles in fusion with GFP to study the effect of polyQ length in TBP on transcription profile from promoters in their natural genomic context. We substantiated the model by cytological observation of large intranuclear aggregates only in cells transfected with TBP variants carrying expanded polyQ (Fig. S1, Supporting information). 

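Neuro-2a cells, a mouse neuroblastoma line, were transfected with the 59Q TBP-GFP construct or with the N3 vector, and total RNA taken 60 h later was hybridized in pairs onto 6 mouse cDNA arrays. On each array the RNA of 59Q transfected cells carried one dye and that of N3 transfected cells the other: 59Q was in Cy5 on replicates 1, 3, 4 and 6 and in Cy3 on replicates 2 and 5. The authors deposited a table of Z-ratios with 31200 spots per array, and every array has an SD of 1 over its spots. The array medians are -0.0226, 0.0898, -0.125, -0.0209, 0.137 and -0.0126 for replicates 1 to 6, and the spots without a value number 19, 33, 11234, 6157, 1971 and 4776. A Z-ratio is a score, so no fold change can be read from it, and the direction of each array's value is not stated in the sources used here. The methods name 59Q as treated and N3 as control, so a value above 0 was taken as higher in 59Q transfected cells on all 6 arrays. This direction is not settled. Replicates 3, 4 and 6 run the same way read as deposited, as Cy5 over Cy3, or in channel order, taken as channel 2 over channel 1. Read as channel 1 over channel 2 these arrays would change sign, because 59Q is in channel 2 on each. Neighbouring spots hold the same clone and were averaged, which leaves 15600 clones. Of the spots, 18384 have 1 gene symbol, 514 have several and 12302 are unnamed here. Pearson's r across clones, which are not independent replicates, ran from 0.0504 to 0.341 between arrays of the same dye orientation (median 0.231, 7 pairs) and from -0.498 to 0.00182 between arrays of opposite orientation (median -0.245, 8 pairs). The 14418 clones with values on at least 4 arrays were tested with limma, and p-values were adjusted by Benjamini-Hochberg. Simulated values with the measured dye effects were put through this test. It recovered 1 of 50 clones shifted by a Z-ratio of 1, 32 of 50 shifted by 2 and 48 of 50 shifted by 3. These counts apply to shifts of 1 sign on all 6 arrays, so they rest on the direction taken. Clones that vary more between arrays can be missed at larger means. Arpc5l, at 4.68 ± 6.58 (SD, n = 6), was not called (limma adjusted p = 0.999).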

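Bst2, a membrane protein induced by interferon, had the smallest p of all named clones that kept 1 sign on every array. Its mean Z-ratio was 1.95 ± 1.08 (SD, n = 6 arrays), above 0 on 6 of 6 arrays (limma adjusted p = 0.998). It was chosen among clones of 1 sign on every array, so this agreement of sign is no evidence of its own: of 10156 clones on 6 arrays 140 had 1 sign (1.38%), against 3.12% by chance. Its mean read as Cy5 over Cy3 was 0.00955 ± 2.39 (SD, n = 6). Tbp, the mouse gene of the transfected factor, had a mean Z-ratio of 1.35 ± 1.19 (SD, n = 6), with values of 2.92, 2.31, -0.0977, 0.176, 1.74 and 1.04 on replicates 1 to 6 (limma adjusted p = 0.999). In the Cy5 over Cy3 reading the mean of Tbp was -0.00150 ± 1.90 (SD, n = 6). Whether its 2 clones detect the transfected human TBP was not tested, and on replicates 3, 4 and 6 their mean was 0.373 ± 0.593 (SD, n = 3). No clone passed an adjusted p under 0.05 in either direction: 0 were higher and 0 were lower in limma, and 295 had an unadjusted p under 0.05, against 721 expected by chance. With a dye term in limma the counts were again 0 and 0, with 345 at an unadjusted p under 0.05. The dye term itself had 2198 such clones, though 0 passed (smallest limma adjusted p = 0.0561). Both 59Q counts lie under the count by chance, so they do not show that no clone changed. The cause was not tested. Among named clones of 1 sign on every array that measured them, the other ones with the smallest p and a mean above 0 did not pass either. This limit leaves out named clones of mixed sign with a smaller p, among them Ifitm3 and a Tbp clone (ranks 5 and 6 of 14418 by p). These ranks hold as deposited, and in the Cy5 over Cy3 reading their means were -0.219 and 0.153. As values of single clones, those kept were Hsph1, a heat-shock protein (0.986), Gtpbp4, which acts in ribosome assembly (0.725), Snx6 (0.858), Plk4, the kinase of centriole duplication (1.23), Ipo11 (0.961), Tmem170 (0.766), Igtp, an interferon-induced GTPase (0.805), Ttc21b (0.735) and Smc1a, a cohesin subunit (0.762), each a mean Z-ratio over 4 to 6 arrays. Over all clones of the gene the means were lower for 4 of them, at 0.259 for Hsph1, 0.0772 for Ipo11, 0.514 for Tmem170 and 0.309 for Smc1a. Below 0, again as single clones, were Svil (-1.72), Scaf8 (-1.41), Tigd5 (-0.979), Tnfrsf19 (-1.15), Zfp207 (-0.893), Sec31a, a coat protein of vesicles leaving the endoplasmic reticulum (-0.911), Suco (-0.976), Neto2 (-1.34), Fbxl18 (-1.01) and Ankrd13a (-1.50), and none of these passed; over all their clones Scaf8 was at -0.215 and Zfp207 at -0.707. In the Cy5 over Cy3 reading the single clones ran from 0.0680 to 0.437 for the 9 above 0 and from -1.02 to -0.161 for the 10 below, and 0 of them passed in limma (0 had an unadjusted p under 0.05). Read as Cy5 over Cy3, with the sign of replicates 2 and 5 turned, the same test called 272 clones higher and 7 lower. Those higher included 23 clones of ribosomal proteins, 6 of Eef1a1, 3 of Actb, 1 of Eef2 and 1 of Vdac1. The test takes all 6 arrays as replicates. The series speaks of 4 biological replicates with flip-dye pairs, and this reading was not tested that way. On replicates 3, 4 and 6 alone, 4 clones were higher and 0 were lower.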

A comparison of the microarray based transcription profile of cells transfected with vector and 59Q showed distinct differences. Survival related gene, Voltage dependent anion channel (Vdac1) and ubiquitin related gene, ubiquitin B (Ubb) and genes involved in localized neuronal translation, cytoplasmic beta-actin (Actb), eukaryotic elongation factor2 (Eef2) and eukaryotic elongation factor 1 (Eef1alpha 1); retrograde transport, p25 subunit of dynactin (Dctn5), were amongst the genes that showed significant upregulation in 59Q transfected cells as compared to internally normalized expression levels in vector transfected controls (Fig. 1). 

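Actb, Eef2, Eef1a1 and Vdac1 had deposited Z-ratios above 0 on the 4 arrays with 59Q in Cy5 and below 0 on both arrays with 59Q in Cy3. Actb averaged 1.45 on the first and -1.43 on the second, Eef2 averaged 1.51 and -1.47, Eef1a1 averaged 1.51 and -1.38, and Vdac1, the outer mitochondrial membrane channel, averaged 0.559 and -0.278. Over all 6 arrays the mean was 0.280 ± 0.494 for Vdac1, 0.491 ± 1.71 for Actb, 0.517 ± 2.00 for Eef2 and 0.545 ± 1.67 for Eef1a1 (SD, n = 6 arrays), smaller than the spread between arrays for each. With a dye term these means were 0.141, 0.0101, 0.0194 and 0.0634. Without replicate 1 they were 0.153, 0.0397, 0.162 and 0.174, without replicate 2 they were 0.405, 0.953, 1.03 and 0.978, and without replicate 3 Eef2 was -0.0530. Dctn5, measured on 5 arrays by 1 clone, had Z-ratios of 0.582, -1.45, -3.38, 2.67 and 1.65 on replicates 1, 2, 4, 5 and 6, a mean of 0.0147 ± 2.43 (SD, n = 5). Ubb has no named probe in the annotation used and was not analysed here. As deposited, 0 of the 5 genes passed in limma (adjusted p = 0.999 for each), and 0 had an unadjusted p under 0.05. Exact 2-sided sign-flip permutation tests over the arrays gave p = 0.219 for Vdac1, 0.500 for Actb, 0.531 for Eef2, 0.469 for Eef1a1 and 1 for Dctn5.

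Read as Cy5 over Cy3, Vdac1, Actb, Eef2 and Eef1a1 were above 0 on all 6 arrays, with means of 0.466 ± 0.279, 1.45 ± 0.840, 1.50 ± 1.28 and 1.46 ± 0.748 (SD, n = 6), while Dctn5 had a mean of -0.472. The exact 2-sided sign-flip permutation p was then 0.0312 for each of the 4, and limma's adjusted p was 0.207, 0.0770, 0.138 and 0.0659. So no gene passed as the mean of its clones. Of single clones, limma called 1 of 2 higher for Vdac1, 3 of 10 for Actb, 1 of 5 for Eef2 and 6 of 16 tested for Eef1a1. A permutation p of 0.0312 is the smallest that 6 arrays taken as replicates allow. It restates that the values lay above 0 on all 6 arrays. The 2 clones of Vdac1 ran against each other. The clone at probes 5241 and 5242 had 2.59, -2.74, 0.958, 1.45, -0.631 and 1.78 on replicates 1 to 6, and the clone at probes 10259 and 10260 had -0.754, 2.05, -0.136, -0.994, 0.206 and -0.417. Of the 10 Actb clones 8 followed the dye on every array, as did 13 of 17 for Eef1a1 and 3 of 5 for Eef2. The deposited Z-ratio of these genes was largest on replicates 1 and 3, where Actb reached 2.75 and 1.83, Eef2 2.30 and 3.37, and Eef1a1 2.40 and 2.19. The direction of the arrays with 59Q in Cy3 decides which of these readings holds. Vdac2 and Vdac3, the paralogs of Vdac1, had means of -0.252 ± 0.800 and 0.0322 ± 0.358 (SD, n = 6), and neither passed in limma. From its Z-ratios for the 6 genes, the paper states that they were higher in 59Q transfected cells than in vector transfected controls.

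**Figure D1:**
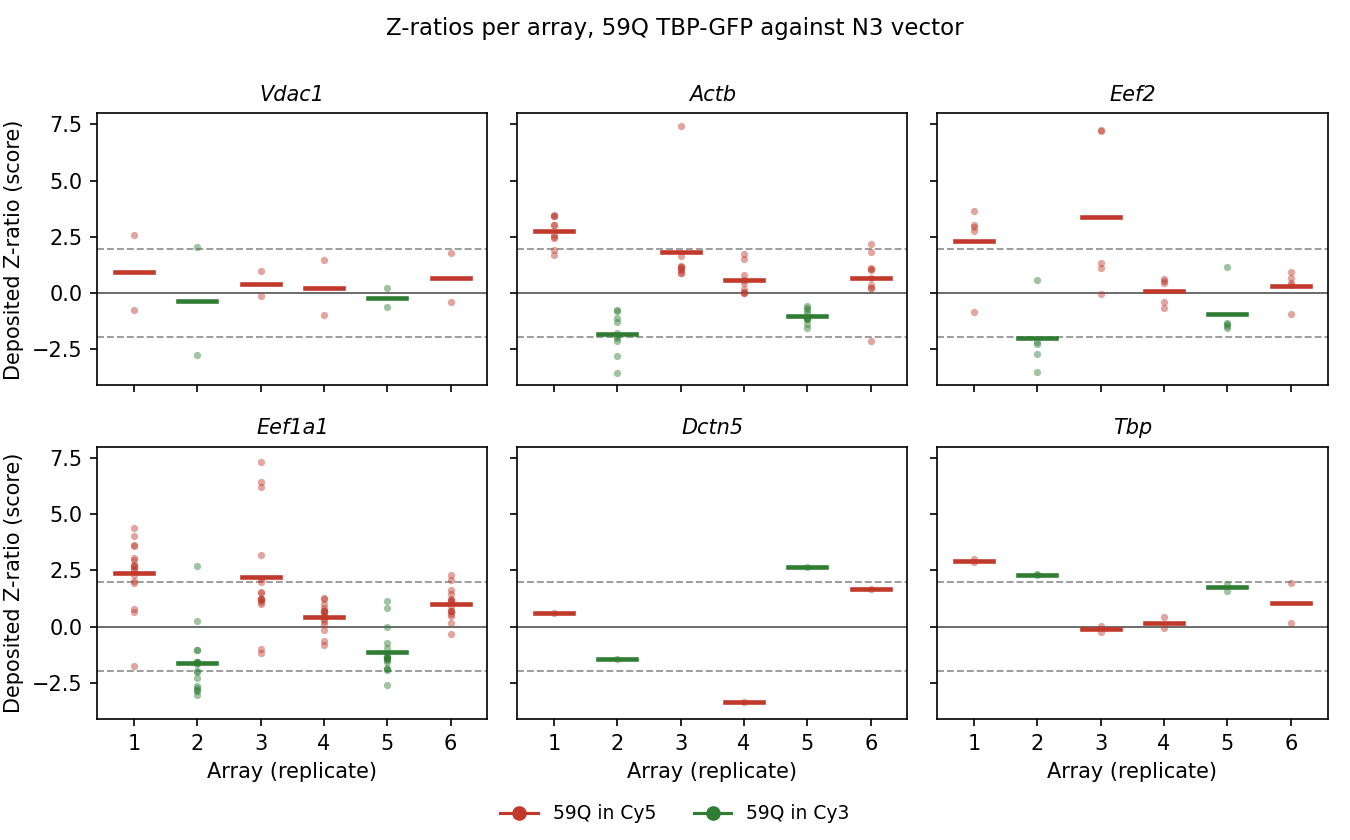
Deposited Z-ratios (score, vertical axis) of 5 of the study's genes and of Tbp on each of the 6 arrays (horizontal axis). Points are clones, bars are the mean of a gene's clones, colour gives the dye of the 59Q sample, and the dashed lines lie 1.96 above and below 0. Actb, Eef2 and Eef1a1 lie above 0 with 59Q in Cy5 and below 0 with 59Q in Cy3, whereas Tbp lies at 2.31 and 1.74 on replicates 2 and 5.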

The results from microarray experiments were confirmed using real-time PCR analysis (Fig. 2A) and northern blotting (Fig. 3). In comparison with vector transfected controls, 16Q-TBP transfected cells showed marginal elevation of the expression levels of all the genes tested. But the level of induction was however significantly lower than that in 59Q TBP transfected cells in all cases barring Eef1a1. The upregulation of genes in 16Q TBP may be a consequence of higher total levels of functional TBP resulting from expression of the endogenous as well as the transfected gene. The situation in 59Q TBP transfected cells is likely to be totally different due to the apparent aggregation of a significant fraction of the transfected protein (Fig. S1, Supplemental materials). Any indirect effect arising from differential transfection or expression of the transfected TBP in 16Q and 59Q constructs was ruled out by real-time PCR analysis and northern analysis of GFP transcript expressed in fusion with the transfected TBP alleles (Fig. 2B, Fig. 3A–C).

**Figure 1:**
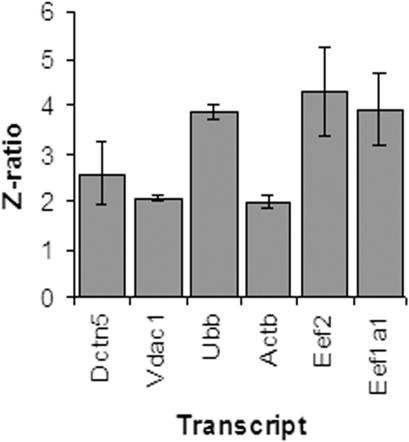
Up-regulation of Dctn5, Vdac1, Ubb, Actb, Eef2 and Eef1a1 in 59QTBP-GFP transfected Neuro-2a cells compared to vector transfected controls observed by cDNA-microarray analysis. X-axis depicts transcript name. Z-ratio of each transcript was plotted on Y axis. Error bar represents mean±SEM of at least two independent microarray experiments.

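With the 6 arrays taken as replicates, gene groups related to the study's genes did not pass as deposited. The 71 cytosolic ribosomal protein genes measured had a median Z-ratio of 0.101, with 40 above 0 and 31 below, and 0 passed in limma, over all genes or adjusted over the list alone (1 had an unadjusted p under 0.05). Their shift against all other genes had an adjusted p of 0.102 with limma's camera (adjusted p = 0.890 with an estimated correlation). Their mean was 0.671 on the arrays with 59Q in Cy5 and -1.03 on those with 59Q in Cy3, and with a dye term the list was lower in 59Q (camera adjusted p = 0.000817; adjusted p = 0.775 with an estimated correlation). Read as Cy5 over Cy3 it was higher (camera adjusted p = 9.67e-31; adjusted p = 0.543 with an estimated correlation), so both calls are lost there. Of 42 translation factors, 16 lay above 0 and 26 below as deposited (camera adjusted p = 0.546; 0.277 read as Cy5 over Cy3). Eif3m was at -0.794 and Eif2a at 0.651. Read as Cy5 over Cy3, Eif3m was at -0.909 and Eif2a changed sign, to -0.166. Of 34 actin cytoskeleton genes 17 lay above 0 and 17 below (camera adjusted p = 0.504; 0.360 read as Cy5 over Cy3). In neither list did a gene pass in limma, over all genes or adjusted over the list alone. Of 17 dynein and dynactin genes, which act in retrograde transport, 3 lay above 0 and 14 below (camera adjusted p = 0.173; 0.446 read as Cy5 over Cy3). Nde1 at -0.781 and Actr1a at -0.774 had the smallest p, though no gene passed. Read as Cy5 over Cy3 these genes were at -0.254 and -0.618. The list of the study's own genes was chosen by the study on these arrays and so is not independent evidence of direction. It had 5 of 5 genes above 0 and a camera adjusted p of 0.102. With 59Q in Cy5 only this p was 0.000916, and with a dye term 0.911. Read as Cy5 over Cy3 it was 0.000211, and Dctn5 was then below 0, at -0.472. The arrays were also combined into 4 samples by each of the 12 possible flip-dye pairings, as deposited, with calls for 2 of these lists. Camera at the preset correlation called the ribosomal list higher in 12 of 12 (adjusted p from 1.32e-08 to 0.00701). With an estimated correlation it was called in 0 (camera adjusted p from 0.483 to 0.873). The study's list was called higher in 12 of 12 at the preset correlation (camera adjusted p from 0.00495 to 0.0366). With an estimated correlation it was called in 0 of the 6 pairings that allow it (0.483 to 0.772). The pairings reuse the same 6 arrays, so they are not independent results. Each array with 59Q in Cy3 is averaged with 1 in Cy5, and so counts for less than in the mean over 6 arrays. Such weights favour lists that are higher with 59Q in Cy5, as both are (study's list: 0.930, against -0.791 in Cy3). Whether the calls go beyond this was not tested.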

**Figure 2:**
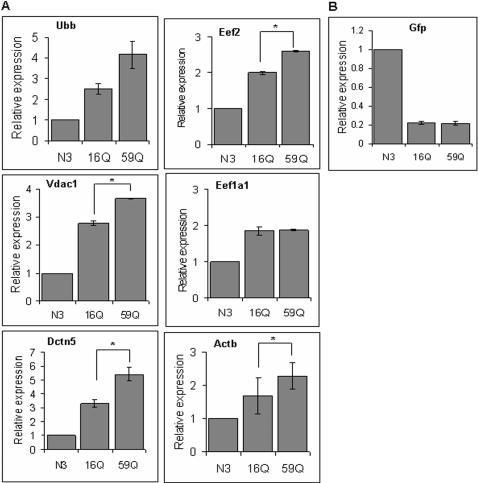
Real time PCR analysis of gene expression. (A) Differential gene expression of Ubb, Vdac1, Dctn5, Eef2, Eef1a1 and Actb in Neuro-2a cell line trasfected with human TBP (hTBP) containing different lengths of polyglutamine. Mouse 18s rRNA was used as an endogenous reference. N3 was used as a calibrator for determining relative expression. (B) Expression levels of reporter (Gfp) in transfected Neuro-2a cells determined by Real time PCR: similar levels of expression of TBPGFP in 16Q and 59Q transfected cells. N3: tranfected construct contains GFP; 16Q, 59Q: transfected construct contains GFP tagged hTBP with CAG repeat length 16 and 59 respectively. Data shown are the mean±SEM of two to four independent experiments. (*, p<0.05, Student's t-test)

It has been shown that many gene specific transcription factors exert their effects by directly or indirectly interacting with TBP and stabilizing TBP-TATA box interaction at the proximal promoter region [13], [14]. Therefore we studied the effect of polyQ length on TBP occupancy at promoters of differentially expressed genes by chromatin immunoprecipitation(ChIP) using TBP specific N12 antibody. We used anti-TBP antibody rather than the 1C2 antibody against polyQ as 1C2 antibody interacts with polyQ stretches in other transcription factors also and anti-TBP antibody recognizes TBP expressed from the endogenous gene as well as transfected gene. Total TBP localization to promoters seems to be a better index of promoter occupancy since normal and expanded polyQ TBP co-exists in the cell and may form heterodimers.

Promoter occupancy of TBP was higher in 59Q TBP transfected cells compared to N3 and 16QTBP transfected cells at the Vdac1 and Actb promoters (Fig. 4). The Vdac1 gene was predicted to be under the control of a TATA-less promoter [15]. The predicted Sp1 site in the Vdac1 gene was of special interest since aberrant Sp1 mediated interaction has earlier been implicated in Huntington's disease mechanism [11]. TBP localization could not be demonstrated in spite of repeated attempts at amplifying the region spanning the predicted Sp1 site (Fig. 4C, lower). On the other hand, TBP occupancy at the sterol repressor element 1 (SRE1) site, further upstream was enhanced in the presence of expanded polyQ variants (Fig. 4C, upper). We examined the downstream cellular effects of the upregulation of Ubb and Vdac1 to correlate the changes in gene expression to neurodegeneration.

**Figure 3:**
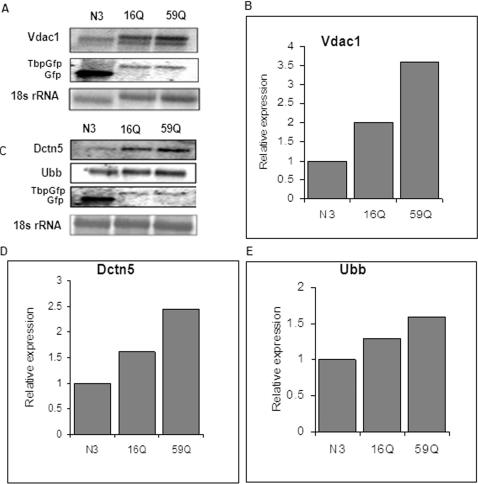
Differential expression of Vdac1 gene, Dctn5 and Ubb in Neuro-2a cells transfected with N3, 16QTBPGFP and 59Q TBPGFP. (A & C) Northern blot using Vdac1 (A), Dctn5 and Ubb as a probe (C), Gfp probe was used to show expression levels of Gfp and TbpGfp in transfected cells (A, C), 18s rRNA was used as a loading control (lower panels in A & C); (B, D & E) The intensity of Vdac1 (B), Dctn5 (D) and Ubb (E) band were quantified and each band intensity was normalised to the band of 18s rRNA. N3 band intensity was used for determining relative expression. N3: tranfected construct contains GFP; 16Q, 59Q: transfected construct contains GFP tagged hTBP with CAG repeat length 16 and 59 respectively.

**Figure 4:**
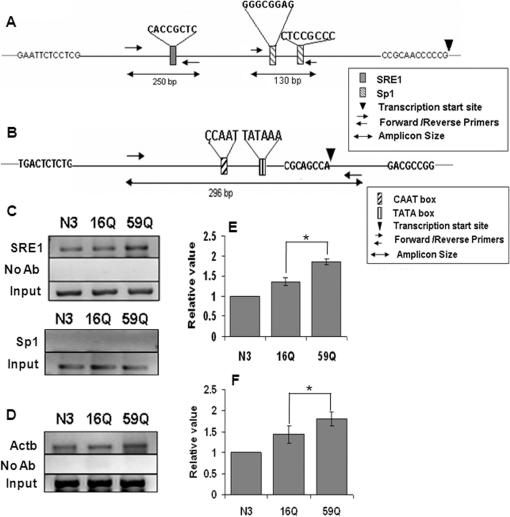
Chromatin immunoprecipitation (ChIP) analysis revealed promoter localization of TBP in transfected Neuro-2a cells. Promoter occupancy of TBP was higher in 59Q TBPGFP transfected cells as compared to vector (N3) and 16Q TBPGFP transfected cells. (A & B) schematic representation of regulatory sites in Vdac1 promoter [predicted (16)] (A) and Actb promoter (B); SRE1: Sterol repressor element 1, Sp1: specificity protein 1. Cells transfected with 16QTBPGFP and 59Q TBPGFP were treated with 1% formaldehyde and chromatin prepared as described earlier [15]. Anti TBP antibody (N-12, Santa cruz) was used for immuno-precipitation. PCR was performed from immunoprecipitates, total input chromatin (Input). Samples treated without antibody (No Ab) did not show any product after PCR. PCR product for SRE1 (upper), Sp1 (lower) (C) and Actb promoter (D) were resolved on agarose gel. (E & F) intensity of band for SRE1 (E) and Actb promoter (F) were quantified and normalized to input band. Data represented relative to the N3 transfected control. Data shown are mean±SEM of three independent experiments performed. (*, p<0.01, Student's t-test).

The cell responds to aggregated protein accumulation in two ways: initially a corrective mechanism is adopted through the unfolded protein response/ ER stress pathway, which induces chaperones and provides an environment for correct folding of the proteins and finally, ubiquitinylation and destruction of the malformed proteins are attempted. Ubb was amongst the genes with increased expression in cells expressing expanded polyQ containing TBP. We analyzed the Unfolded Protein Response pathway using xbp1-splicing assay as an indicator [16]. The ratio of the spliced and unspliced variants of xbp1 showed no alteration in cells expressing the different polyQ TBP alleles (Fig. 5).

**Figure 5:**
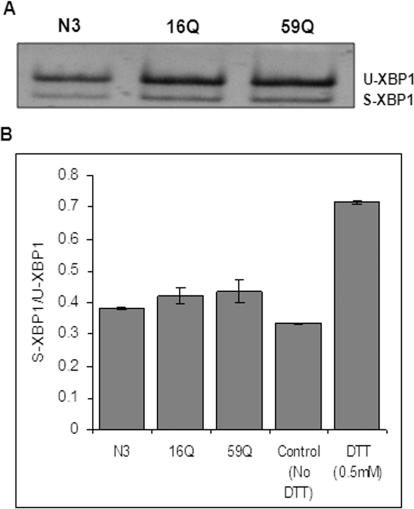
Poly Q expanded TBP transfected cells do not show ER stress. ER stress was detected by reverse transcription (RT) reaction followed by PCR amplification of spliced (S) and unspliced Xbp1 (U). PCR products were resolved in 5% polyacrylamide gel, stained with vista green. (A) Unspliced and spliced Xbp1 PCR products detected in vector (N3), 16QTBPGFP and 59QTBPGFP transfected Neuro-2a cells (B) Vista green stained bands were quantified and ratio (spliced/unspliced) was calculated. Higher ratio in DTT treated positive control indicates ER stress. 59QTBPGFP and 16QTBPGFP transfected cells were showing similar ratio as observed in vector (N3) transfected control. Data represent mean±SEM of two independent experiments.

Recently, the voltage dependent anion channel, Vdac1, has been shown to localize to both the mitochondrial outer membrane and the cytoplasmic membrane [17]. A change in the expression level of Vdac1 has recently been shown to be a critical determinant of cell death in embryonic kidney cells [18]. Vdac1 plays an important role in transport of ATP, calcium ions and other metabolites across the mitochondrial membrane [19]. Calcium induced permeability transition and cytochrome c release from the mitochondria is enhanced in cellular models expressing the mutant huntingtin protein [20]. Further, Ruan et al., observed that mutant huntingtin was unable to release cytochrome c in the cytosol and striatal cells undergo non-apoptotic death [21]. We first confirmed that the transcriptional upregulation of Vdac1 was associated with a similar increase in the expression level of the protein. As shown in Fig 6, a specific antibody against VDAC1 was used to monitor the level of VDAC1 protein in cells transfected with a vector control, 16Q TBP or 59Q TBP. VDAC1 protein levels were induced by 30 percent in 59Q TBP containing cells. Further, we studied cytochrome c release from the mitochondria following increase in VDAC1 expression. The scheme for subcellular fractionation is presented in Fig 7A. Cytochrome c release in the cytosolic fraction was monitored by ELISA. The cells expressing 59Q TBP showed a gradual increase in cytochrome c release resulting in substantially higher Cyt c levels at time points beyond 36 hours compared to cells which express the vector alone (Fig. 7B), in agreement with increased expression of VDAC1. We further monitored apoptotic cell death using flow cytometry of AnnexinV positive cells. Neuro-2a cells harbouring polyglutamine expanded TBP showed 48% apoptotic cells while control cells showed less than 30% apoptotic cells (Fig. 7C).

**Figure 6:**
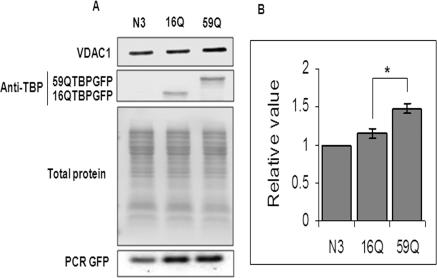
Expression of VDAC1 protein in Neuro-2a cells transfected with vector (N3), 16QTBPGFP and 59QTBPGFP. (A) Western blotting with VDAC1 specific antibody (N-18, Santa cruz) [upper panel], TBP specific antibody (N-12, Santa cruz) [middle panel]. Equal sample loading was verified by staining the blot with Ponceau S. DNA was isolated from transfected cells (see materials & methods) and equivalent amount of plasmid transfection was checked by PCR amplification using GFP specific primers (Table 1) (B) Immunoreactive band intensity was quantified and plotted. Data presented relative to the vector (N3) transfected control. Data shown are mean±SEM of three independent experiments performed. (*, p<0.05, Student's t-test)

**Figure 7:**
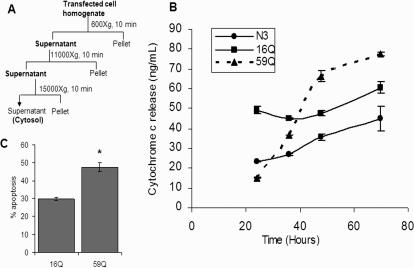
Quantitative analysis of cytochrome c release into the cytosol of transfected Neuro-2a cells. (A) Scheme for isolation of cytosol from cultured cells; (B) Time dependent release of cytochrome c in the cytosol was measured by using a solid phase ELISA assay. Data represents mean±SEM (n = 2). (C) Apoptosis in 16Q TBPGFP and 59Q TBPGFP transfected cells were analyzed by counting annexinV-PE positive cells in a flow cytometer. Data represents mean±SEM of four independent experiments performed. (*, p<0.01, Student's t-test).

**Table 1:** Mouse specific primer sequences and amplicon sizes used in real time RT-PCR.

Gene	Sequence (5′-3′)	Amplicon size (bp)
Dctn5	F: CGAGGAAGACTGTGTGGTCA	192
	R: AGCTCCCCTGAGAAGAGTCC	
Actb	F: CTAAGGCCAACCGTGAAAAG	126
	R: CCATCACAATGCCTGTGGTA	
Vdac1	F: AATGACGGGACAGAGTTTGG	231
	R: AATGACGGGACAGAGTTTGG	
Eef1a1	F: CTTCTCTGACTACCCTCCAC	60
	R: CCACAGCTTTGATGACACCC	
Eef2	F: TGAGCAAGTGGTGGGTGG	134
	R: TGTTGGATCGCAGATCAGCGG	
Ubb	F: TCTTTCTGTGAGGGTGTTTCG	131
	R: GTCACTGGGCTCCACCTCTA	
18s rRNA	F: CTTTCGAGGCCCTGTAATTG	63
	R: CCTCCAATGGATCCTCGTTA	
GFP	F: CTACAACAGCCACAACGTC	127
	R: GGTGTTCTGCTGGTAGTGGT	

The table lists the sequences (5′ to 3′) of the forward and reverse primers used in real time PCR reaction to amplify various gene transcripts. The size of the amplicon is given as base pairs (bp). The designation “F” indicates forward and “R” indicates reverse.

Previous studies have shown that overexpression of VDAC1 can lead to apoptosis in non-neuronal cells. We confirmed a similar effect of VDAC1 in neuronal cells by cloning and overexpressing mouse VDAC1 (Fig. 8A–E). Cytochrome c release was three fold higher in VDAC1 overexpressing cells (Fig. 8F). Consistent with cytochrome c release, flow cytometric analysis of AnnexinV-Phycoerythrin (AnnexinV-PE) positive cells revealed that VDAC1 overexpression induced apoptosis (Fig. 8G).

**Figure 8:**
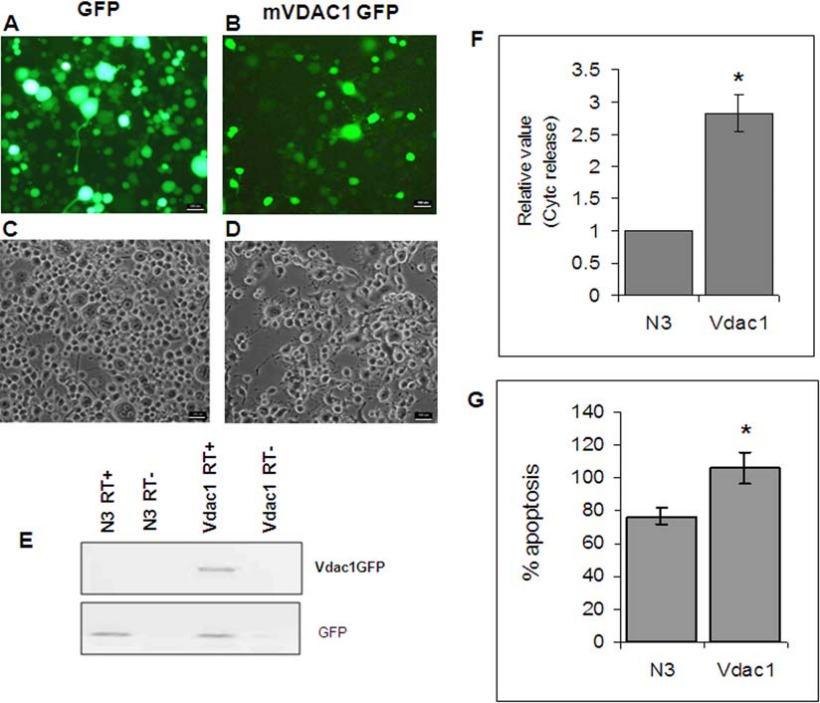
Over-expression of murine Vdac1 (mVdac1) in Neuro-2a cells induces apoptosis. (A–D) Neuro-2a cells transfected with pEGFPN3 vector alone (N3) (A & C) and mVdac1GFP (B & D) [A & B, Fluorescent field; C & D, Bright field view under 10× objective in an epifluorescence microscope (Nikon)]. (Scale bar,100 um). (E) Expression of mVdac1Gfp in Neuro-2a cells was confirmed by Reverse transcription followed by PCR (RT-PCR) amplification from cDNA using a Vdac1 specific forward primer and GFP specific reverse primer (Upper panel). Expression of GFP was checked in N3 and mVdac1GFP transfected cells by RT-PCR using GFP specific forward and reverse primers. RT+: with reverse transcriptase, RT-: without reverse transcriptase. (F) Release of cytochrome c into cytosol in mVdac1 transfected cells was determined by using a solid phase ELISA method 65H after transfection. Data is presented relative to vector transfected control (N3). Data represents mean±SEM of two independent experiments each in replicate. (*, p<0.01, Student's t-test) (G) Flow cytometric analysis of apoptosis in mVdac1GFP and N3 transfected cells (65H after transfection) was determined by counting annexinV-PE positive cells. Data represents mean±SEM of two independent experiments, each in replicate. (*, p<0.05, Student's t-test).

## Discussion

In this study we show that alleles of TBP harbouring abnormally expanded polyQ tracts not only form intranuclear aggregates in cultured mouse neuronal cells, but also result in overexpression of the voltage dependent anion channel, Vdac1 at both the RNA and protein level. VDAC can associate with small ions, control the passage of key adenine nucleotides, interact with other proteins like cellular kinases and regulate mitochondrial permeability [17], [19]. VDAC localizes to the outer mitochondrial membrane and associates with the Adenine nucleotide translocator in the inner mitochondrial membrane to form the permeability transition pore through which cytochrome c is released in apoptotic cells. Pro-apoptotic members of Bcl2 family of proteins like Bax and Bak are seen to promote Cytc release by binding to and modulating Vdac action [22]. We independently confirmed that Vdac1 overexpression in mouse neuronal cells results in higher cytochrome c release and apoptosis, as has been reported for non-neuronal cells previously [23]. In our studies the cells expressing 16Q TBP showed higher constant levels of cytosolic Cyt c compared to cells which express the vector alone. 59Q TBP cells, however, showed a significant difference in the cytochrome c release pattern. At early time points, cytosolic Cyt c levels are comparable to controls but with time they steadily rise and saturate at levels 30% higher than in 16Q TBP cells by 70 hours. Concurrently, 59Q TBP expressing cells showed a 20% increase in number of apoptotic cells.

Besides, SCA17, caused by the expansion of polyQ tract in the TATA binding protein itself, normal TBP is also found in intra nuclear protein aggregates formed in other neurodegenerative diseases, notably, huntington's disease [8]. Degeneration of cells in specific regions of the brain is a well known feature of polyQ mediated neurodegenerative disorders. Vdac1 overexpression, independently implicated in triggering cell death was one of the effects of polyglutamine expansion in TBP, identified in our study. Our results suggest a previously unknown mechanistic basis linking transcriptional dysregulation to cell death in neurodegeneration through TBP mediated alteration of Vdac1 expression.

The promoter of the Vdac1 is predicted to be devoid of a TATA box [15]. TATA less promoters depend on TBP participation in the pre-initiation complex by localizing it to the promoter through other DNA binding proteins. Even at TATA box containing promoters, TBP binds inefficiently in the presence of chromatin and requires gene specific trans-activators [13]. We find that TBP occupancy at the promoter of upregulated genes was elevated irrespective of the presence of the TATA box. Expansion of polyQ and formation of TBP containing protein aggregates suggest that TBP can cause enhanced expression of a downstream gene by titrating away a gene specific repressor. Alternatively, polyQ containing TBP can form heterodimers in solution with the endogenous functional TBP and alter its availability at various promoters. The structural or functional role of polyQ stretch within TBP has not been studied. The yeast homolog of TBP does not have the N-terminal part harboring the polyQ stretch while a gradual increase in the length of the polyQ stretch during evolution is observed. The conserved C-terminal domain of TBP is sufficient for binding to the TATA box and can be co-crystalized with it [24]. Using an artificially tethered TBP with promoter-reporter fusions and at the genome-wide level it has been shown that many gene specific transcription factors exert their effects by directly or indirectly interacting with TBP and stabilizing TBP-TATA box interaction at the proximal promoter region [13], [14]. The interaction of expanded polyQ containing TBP with other factors in the eukaryotic transcription machinery will provide a more detailed picture of the transcriptional dysregulation.

VDAC action is known to be modulated by pharmacological agents. Besides synthetic and naturally occurring polyanions like spermine which increase the voltage dependence of VDAC channel, ruthenium red can reduce the voltage dependence of VDAC channel [23]. The potent anti-depressant, Prozac (Fluoxetine) has earlier been shown to prevent apoptosis and enhance cell proliferation in the dentate gyrus. Fluoxetine has been shown to interact with the VDAC channel and modify its voltage dependence and conductance and in certain cell types can provide protection from apoptosis [25]. TBP, being a general transcription factor is likely to have diverse, direct and indirect effects on gene expression and consequently in cellular function. These effects are unlikely to be mediated solely through Vdac1. Further investigations using chemical inhibitors or gene knock down strategies to negate the elevated Vdac1 transcript level can delineate the contribution of Vdac1 to the phenotypic effects of polyglutamine expansion in TATA binding protein.

## Materials and Methods

### Generation of GFP fusion clones

The original human TBP construct containing the human TBP cloned in NdeI-BamHI site of pET3b vector (Novagen) has been previously described [26]. The glutamine repeat containing region of TBP was amplified using following primers:

5′-AAGAAGGACATATGGATCAGAACAACAGCC-3′

5′-TGCCACTGCCAGCTGTTGCTGCTG-3′ which respectively introduced NdeI and PvuII restriction endonuclease site in the PCR product I. The flanking region 3′ to the glutamine repeat of the TBP was amplified using following primers:

5′-CAGCAGCAGCAGCAACAGGCAGTGGCA-3′

5′-GCTAGTTATTGCTCAGCGGTGGCAGCAGC-3′ resulting in PCR product II.

The NdeI and PvuII digested PCR I product, was gel purified. PCR product II was end filled by using Vent polymerase, digested with BamHI and gel-purified. These processed PCR products i.e., I and II were cloned into BamHI-NdeI digested pET-15b vector in a three-fragment ligation. However, during the process of cloning, clones containing 16 and 59 glutamine repeats were obtained. The clones were sequenced to confirm the presence of continuous glutamine repeats. The clones were designated as p-15b16QTBP, and p-15b59QTBP.

Further, human TBP gene was amplified from the p-15b16QTBP and p-15b59QTBP for re-cloning into pEGFPN3 vector (Clontech). The following primers introduced XhoI and BamHI site, respectively, in the PCR product:

5′-GGAGATCTCGAGATGGATCAGAACAAC-3′and

5′-GCAGCCGGATCCCGTCGTCTTCCT-3′

Underlined sequences in the primers mentioned above represent the sites for restriction endonucleases. Proof reading KOD polymerase (Toyobo, Osaka, Japan) was used in the PCR reaction and the resultant PCR product was digested with BamHI and XhoI. The gel purified PCR product was cloned in BamHI-XhoI site of pEGFP-N3 (Clontech) vector, in frame with green fluorescent protein (GFP). The pEGFP-N3 vector and constructs were designated as N3, 16Q, and 59Q respectively in this paper.

### Cloning of mVdac1

The coding sequence of murine Vdac1 (mVdac1) (gene bank id NM_011694.3) was amplified from cDNA synthesized from N2a cells. The following primers introduced BglII and KpnI site, respectively, in the PCR product (restriction sequence underlined):

5′-AAAAGATCTATGGCCGTGCCTCCC-3′and

5′AAAGGTACCTGCTTGAAATTCCAGTCC 3′

The gel purified PCR product was cloned in BglII-KpnI site of pEGFP-N3 (Clontech) vector, in frame with green fluorescent protein (GFP) and confirmed by sequencing.

Expression of mVdac1GFP in transfected N2a cells was confirmed by reverse transcription followed by PCR (RT-PCR). The following primers were used for amplification:

5′-AATGACGGGACAGAGTTTGG-3′ (Specific for Vdac1)

5′-GGTGTTCTGCTGGTAGTGGT-3′ (Specific for GFP)

Expected product size was confirmed by resolving the PCR product on a 1% agarose gel.

### Cell culture and transfection

Murine neuroblastoma cells (ATCC number CCL-131; Neuro-2a or N2a) were maintained in Minimum essential medium (MEM) (GIBCO-BRL) supplemented with 10% fetal calf serum [Biological Industries, Israel], 2 mM L-glutamine [Sigma], 1mM sodium pyruvate [Sigma] and antibiotic-antimycotic solution (100× stock) [Sigma] at 37°C humidified incubator with 5% CO_2_. Approximately 3×10^5^ cells were seeded in each well of 6 well plate (Axygen) 24 h prior to transient transfection when 50–80% confluency was reached. Cells were washed once with Opti-MEM (GIBCO-BRL) and maintained in 1 ml Opti-MEM. 1 µg of transfection quality DNA (Endo free plasmid maxi kit; Qiagen) and 3 µl of fugene 6 transfection reagent (Roche) were used for preparation of transfection complex. Transfection of N3, 16Q and 59Q was performed following the protocol from the manufacturer. After 60 h of incubation cells were observed in an inverted epifluorescence microscope (TE200-U, NIKON) under 10× objective. Transfection has also been performed by using Amaxa neucleofection technology. Transfection efficiency was found to be about 45 to 50% and used for normalization.

### Confocal analysis

Described in detail in Text S1.

### RNA isolation and purification

After 60 H of transfection total RNA was isolated from the cells using TRIzol reagent (GIBCO-BRL) according to the manufacturer's instruction. The RNA pellets were washed with 70% ethanol, centrifuged and dried. Pellets were re-suspended into 30 µl of DEPC treated water followed by the addition of 10× reaction buffer and 2 U of RNAse free DNase I (Fermentas) in a total volume of 45 µl. Samples were incubated at 37°C for 30 minutes. Then the RNA was cleaned using RNeasy Mini Kit (Qiagen) following the protocol by the manufacturer. RNA concentration and purity was determined by measuring optical density at 260 nm and 280 nm using a spectrophotometer (Eppendorf) and running the RNA samples on a 1.5% agarose formaldehyde gel.

### Reverse transcription (RT) and real time polymerase chain reaction (PCR)

cDNA was generated from the total RNA samples by using random hexamer (New England biolabs Inc, NEB) and M-MuLV reverse transcriptase (NEB) at 42°C for 1 h. Real time PCR was performed using SYBR green master mix (Applied Biosystems, ABI) in ABI 7500 real time PCR instrument. The forward and reverse primers are found in Table 1. The real time PCR program consisted of activation of uracil-N-glycosylase (UNG) at 50°C for 2 min., then 95°C for 10 min to inactivate UNG and activate ampli Taq Gold DNA polymerase, followed by 40 cycles of denaturation at 95°C for 15 sec, annealing at 55°C for 30 sec and extension at 60°C for 1 min. The products were analyzed on 5% polyacrylamide gel to confirm the appropriate product size.

### Data analysis

Relative quantitation of gene expression was carried out using the mathematical expression described recently [27]. PCR efficiency of target gene and endogenous control gene has been determined from the slope of the respective standard curve.

### Microarray studies and data analysis

Total RNA was isolated from N3 and 59Q transfected N2a cells as mentioned above. Total RNA was labeled by Micromax NEN TSA labeling system (Perkin-Elmer Life Sciences, USA) according to manufacturer instruction. Labeled total RNA was hybridized onto mouse cDNA array (Microarray centre, University Health Network, Ontario, Canada). Six different replicates were performed from the cultured N2a cells in different batches. The slides were scanned using an Axon scanner and data were acquired and analysed using Genepixpro. Data from 59Q transfected (treated) and N3 transfected (control) samples were normalized using Z score transformation method described by Cheadle et al., [28]. 

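At the threshold of 1.96, single arrays had many spots on both sides. Replicates 1 to 6 had 1075, 486, 361, 311, 275 and 520 spots at least 1.96 above 0 and 686, 1299, 96, 277, 910 and 549 spots at least 1.96 below 0. Averaged over the arrays that measured them (at least 2), 54 clones lay at least 1.96 above 0 and 27 at least 1.96 below 0, and 9 and 8 of these had 1 sign on every array. Leaving out 1 replicate gave 30 to 130 above and 21 to 74 below. Among clones on all 6 arrays the counts were 21 and 1. Arpc5l, a subunit of the actin-nucleating Arp2/3 complex, had a mean of 4.68 ± 6.58 (SD, n = 6; limma adjusted p = 0.999), from 8.20 over the arrays with 59Q in Cy5 and -2.34 over those with 59Q in Cy3. No clone of Vdac1, Actb, Eef2, Eef1a1 or Dctn5 had a mean at or above 1.96, and the highest was 1.41, for an Actb clone over 6 arrays. With the sign of replicates 2 and 5 turned, 162 clones lay at least 1.96 above 0 and 18 at least 1.96 below 0. The first included 2 of 10 Actb clones, 2 of 5 Eef2 clones and 7 of 17 Eef1a1 clones. Leaving out spots beyond 5 in size, an alternative chosen after seeing the data, left 1 clone above and 6 below; array 3 alone holds 197 spots above 5. The number of arrays limits the precision of each mean.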

Z ratio value ±1.96 was considered significant (p<0.05) [28]. Microarray data has been submitted to GEO (Accession no. GSE5807).

### Northern analysis

Total RNA was transferred to the nylon membrane after separation on a 1.5% agarose formaldehyde gel. Subsequently, radioactively labeled probe prepared from purified PCR products of Vdac1, Dctn5, Ubb and Gfp using NEBlot^TM^ kit (NEB) according to manufacturer instruction. Hybridized probe signal was detected by phosphorimager (Fujifilm FLA 2000IR) and intensity was quantified using MultiGauge software

### Chromatin immunoprecipitation (ChIP)

Chomatin immunoprecipitation reaction was performed using standard protocol [29]. 2 µg anti TBP antibody (N-12∶sc-204; Santa cruz Biotechnology Inc.) was used for immunoprecipitation. Precipitated DNA samples were analyzed by PCR (35–38 cycles). The following forward and reverse primers were used for each gene promoter respectively:

Vdac1 SRE1:

5′-GGGAGAGTTTAATTTGCAACTGACT-3′

5′-CTGGAAGCATTTGGGAAGAG-3′

Vdac1 Sp1:

5′-GAGACTGGTCTGGGCGCTGTC-3′

5′-TGGGAGCGCAGCGAACGGGCC-3′

Actb:

5′-CCATCGCCAAAACTCTTCAT-3′

5′-AAGGAGCTGCAAAGAAGCTG-3′

PCR products were resolved on a 2% agarose gel. Ethidium bromide stained bands were quantified using Quantity one software (BioRad). Band intensity was normalized to the input band.

### PCR-based assay for Xbp1 splicing

cDNA synthesized from total RNA isolated from transfected cells was used as template for PCR. Primers and PCR conditions were used as described by Marciniak et al. [30]. 480 bp product obtained from unspliced Xbp1 while spliced Xbp1 gave 454 bp product. PCR products were separated on 5% polyacrylamide gel and stained with Vista green (Amersham Biosciences, UK). Fluoroimage was captured by gel doc system (BioRad Laboratories, USA) and intensity was quantified using quantity one v 4.1.1 software.

### Western analysis

Neuro-2a cells were transfected with vector alone (N3), 16QTBPGFP and 59QTBPGFP using either fugene6 or Amaxa nucleaofection device. Transfected cells grown on 6-well plate were scrapped after 60–65 h of incubation. Cells were lysed using 1× SDS sample buffer (50 mM Tris-Cl, pH 6.8, 100 mM 2-mercaptoethanol, 2% (w/v) SDS, 10% glycerol) and incubated at 55°C for 1 h, then boiled for 5 min. Total protein was estimated using BCA protein estimation kit (Sigma). Bromo-phenol blue was added to each sample and equal amount of protein was separated on 12% SDS-polyacrylamide gel. The separated protein was transferred to a nitrocellulose membrane and stained with Ponceau S to check equal loading. Membrane was blocked in a solution of 137 mM NaCl, 3 mM KCl, 25 mM Tris-HCl, 0.1% Tween 20, pH 7.4 containing 5% (w/v) skimmed milk for overnight at 4°C. VDAC1 specific polyclonal antibody (N-18: sc-8828) (1∶500 dilution) was added and incubated for 2 h at room temperature, washed and then incubated with alkaline phosphatase (AP) conjugated secondary antibody (1∶3000). For TBP specific western TBP specific polyclonal antibody (N-12∶sc-204) (1∶500 dilution) was used. Immunoreactive bands were detected using BCIP/NBT solution. Western blot was scanned and band intensity was quantified by using Quantity one software (BioRad). Transfected N2a cells were lysed by using a lysis buffer (50 mM Tris-Cl pH 8.1, 10 mM EDTA, 1% SDS), boiled for 10 minutes for complete lysis, and then spun at 5000 rpm to remove debris. DNA has been precipitated from the collected supernatant by using 5 M Nacl to a final concentration 0.3 M and kept for overnight at −20°C. DNA was pelleted down, washed with 70% ethanol and dissolved in TE. PCR amplification from that template has been performed by using GFP specific primers (Table 1); run on a 2% EtBr stained agarose gel to resolve the product.

### Measurement of cytochrome c release

Neuro-2a cells were transfected using Amaxa nucleaofection device following manufacturer protocol. Transfected cells were grown on 6 well plates in Opti-MEM (GIBCO-BRL). Cells were scraped after 24 hr, 36 hr, 48 hr and 70 hr of incubation, washed in PBS, washed in 1× extraction buffer A (10 mM HEPES, pH 7.5, 200 mM manitol, 70 mM sucrose and 1 mM EGTA)[sigma] and re-suspended in the same buffer containing 2 mg ml^−1^ bovine serum albumin (Sigma). After 1 h incubation on ice, cells were lysed by a B-type Dounce homogenizer with 30–35 strokes. Homogenates were centrifuged at 4°C in the subsequent steps to remove nuclei, debris and mitochondria (Fig. 6A). Supernatant was re-centrifuged at 15,000× g at 4°C to get cytosolic fraction. To rule out mitochondrial contamination in the cytosolic fraction a colorimetric assay was performed using cytochrome c oxidase assay kit (Sigma) following manufacturer protocol. Protein estimation in the cytosolic fraction was performed by using BCA protein estimation kit (Sigma). Equal amount of protein from cytosolic fraction was used from N3, 16Q and 59Q transfected samples and cytochrome c concentration was quantitatively examined by a solid phase ELISA kit (Quantikine ® Rat/Mouse, R & D systems, Minneapolis, MN, USA) according to the manufacturer's instructions.

Similar method was followed for Cyt c release assay in case of mVdac1GFP transfected cells. Assay was performed 65 H after transfection.

### Flow cytometry analysis

Untransfected and transfected N2a cells grown on 6 well plate were harvested by trypsinization/scrapping. Untransfected cells were used as a negative control. Cells were stained with Annexin V-PE and 7-AAD by using Nexin^TM^ kit (Guava technologies) following manufacturer's protocol. Data acquisition and analysis were performed by using GuavaEasyCyte flow cytometer and Guava Nexin cytosoft software (v3.6.1). Transfection efficiency has been calculated by counting GFP positive cells in the above mentioned flow cytometer using Guava Express plus software (v3.6.1). For data analysis total annexin V-PE positive cells were normalized to transfection efficiency.

## Supporting Information

Figure S1 Confocal analysis of expressed TBP-GFP fusion protein (green) in the nucleus of transfected Neuro-2a cell line. Nuclei were stained with Propidium Iodide (red fluorescence). 16QTBP-GFP transfected Neuro-2a cells showed diffused localization to the nucleus (A); multiple large intranuclear aggregates were observed in cells expressing 59QTBP-GFP fusion proteins (B). Aggregates are indicated by arrow.
(5.15 MB TIF) Click here for additional data file.

Text S1 (0.02 MB DOC) Click here for additional data file.

# Supplementary material for: A Role for Voltage-Dependent Anion Channel Vdac1 in Polyglutamine-Mediated Neuronal Cell Death
**Source:** PLoS One. 2007 Nov 14;2(11):e1170. doi: 10.1371/journal.pone.0001170
**Supplement:** Text S1 — (0.02 MB DOC)

**Supporting information:**

**Files in this data supplement**

Supporting Figure S1.

Supporting Text.

GEO accession number of Microarray data: GSE 5807

**Supporting figure legend**

Figure S1: Confocal analysis of expressed TBP-GFP fusion protein (green) in the nucleus of transfected Neuro-2a cell line. Nuclei were stained with Propidium Iodide (red fluorescence). 16QTBP-GFP transfected Neuro-2a cells showed diffused localization to the nucleus (A); multiple large intranuclear aggregates were observed in cells expressing 59QTBP-GFP fusion proteins (B). Aggregates are indicated by arrow.

**Supporting text**

**Confocal analysis:** Cells were grown in chamber slides. Two days after transfection cells were washed twice with PBS, fixed with 4% paraformaldehyde in PBS for 30 mins. Nuclei were stained with Propidium iodide (1µg/ml). Samples were observed using a confocal microscope (Fluoview; Olympus, Tokyo, Japan) and digital images were assembled using Adobe Photoshop.

How the deposited data were processed for this re-analysis (not part of the article)

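Total RNA of Neuro-2a cells transfected with 59Q TBP-GFP (a repeat length of 59) or the N3 vector was compared directly on 6 two-colour cDNA arrays at 60 h. The authors labelled the RNA with a tyramide signal amplification kit, scanned the slides, read them with GenePix Pro and transformed the data by the Z score method; tool versions are not given in the sources used here. The values used are the deposited Z-ratio of each spot, a score with mean 0 and SD 1 on each array. No intensities, log base or fold scale were used, so the mean log ratio that had been planned per gene could not be given. The sample labels match all 6 columns.

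The direction of the deposited values is not stated. A rule written before the data were examined would have turned the sign of replicates 2 and 5 if the median spot correlation between dye orientations was under -0.1 while that within both orientations was over 0.1. The correlation was -0.251 between orientations, 0.248 within the arrays with 59Q in Cy5 and 0.0505 between the arrays with 59Q in Cy3. Read for each orientation on its own the rule was not met, so the values were kept as deposited; read with both orientations pooled it would have been met. The wording allows both, and a dye effect on single genes can give the same correlations, so neither reading was dropped: the main results are given under both, and the named clones beyond the study's genes only as a range for the second.

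Neighbouring spots shared an accession in all 9449 annotated pairs and were averaged into 15600 clones. A gene's value is the mean of its clones. Of the named spots, 18172 were matched by Entrez ID to a gene table of assembly GRCm38.p6, used for names only, and 212 kept the symbol of the annotation. Clones (14418) and genes (6463) on at least 4 of 6 arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit with an intercept, eBayes, Benjamini-Hochberg), taking all 6 arrays as replicates, as the methods describe them; the series speaks of 4 biological replicates with flip-dye pairs that are not identified. Exact 2-sided sign-flip permutation tests were run per gene. Gene lists of at least 5 measured genes were tested against all other genes with camera at a preset correlation of 0.01. On genes measured on all 6 arrays, the lists other than the study's genes, which have too few such members, were also tested with camera at an estimated correlation and with fry, which tests whether a list moves 1 way on balance and does not compare it with other genes. The 19 lists, fixed before the data were examined, were the study's genes, translation factors, ribosomal proteins, actin cytoskeleton, tubulins and neurofilaments, dynein and dynactin, mitochondrial permeability and apoptosis, unfolded protein response, cytosolic chaperones, ubiquitin and proteasome, general transcription, sterol synthesis, oxidative phosphorylation, glycolysis, cell cycle, interferon response, neuroblast identity, other cell types, and immediate early and stress genes.

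The genes named are the study's genes, Tbp, Vdac2, Vdac3, Xbp1 and Hspa5; as fewer than 10 per direction passed, the 10 per direction with the smallest unadjusted p among clones of 1 sign on every array; and up to 4 genes per list with the smallest p. The study's Fig. 1 had been seen beforehand. The scripts were tested on simulated data with 200 changed clones. With the measured dye effects, a fit with a dye term recovered 9, 46, 50 and 50 of 50 clones at shifts of 1, 2, 3 and 4, with 23 false calls, and the fit without it made 1 false call. Alternatives covered the direction, the arrays used, flip-dye pairing, a dye term, centring, scaling, quantile normalization, missing values, the variance model, clipping and leaving out each replicate. Subtracting medians of 48 stretches of probe numbers, testing every spot on its own and leaving out spots beyond 5 were added after seeing the data. Duplicate spots correlated at 0.73 to 0.889 on the arrays. Real-time PCR, northern blots, chromatin immunoprecipitation, Xbp1 splicing and the cell assays were not analysed here.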

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

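All tests of the direction by Tbp, of the array 3 spots, of a dye effect on Bst2 and Ifitm3 and of other sign assignments were chosen after the results were seen. In addition, the bound that the Tbp clones must first lie above 0 on replicates 3, 4 and 6 was added after its values had been seen. So was the dependence of the Bst2 and Ifitm3 dye test on the direction. The array 3 test was divided into single spots and both spots of a clone, with a bound of 50%, after the duplicate counts had been seen. Without the Tbp bound and the dependence the Tbp and dye tests would have argued against those explanations.

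Vdac1, Actb, Eef2 and Eef1a1 take opposite signs in the 2 dye orientations, with dye coefficients of 0.419, 1.44, 1.49 and 1.44 Z-ratio units (limma adjusted p = 0.339, 0.171, 0.245 and 0.169, so the difference did not pass). A trend along the probe numbers is argued against: with stretch medians subtracted, the mean dye coefficient of these genes was 1.29, against 1.20 before. A dye effect on abundant transcripts is consistent with the ribosomal protein genes, whose median dye coefficient of 0.920 lay above all 10000 random lists of the same size; such lists ignore the correlation between genes, and camera with an estimated correlation gave the dye coefficient an adjusted p of 0.523, so this call is lost there. The biological reading is a rise in 59Q transfected cells in values that run Cy5 over Cy3. It predicts Tbp below 0 as deposited on replicates 2 and 5. The Tbp clones averaged 2.02 there, at 2.31 on replicate 2 and 1.74 on replicate 5. This does not decide, because the clones averaged 0.373 ± 0.593 on replicates 3, 4 and 6, and 1.01 ± 1.36 with replicate 1, at 2.92, which runs the same way under both readings; either value lies within its spread of 0, so they are not shown to report the transgene, and the value rests on which of these arrays are counted. The paper's real-time PCR and northern blots run towards higher in 59Q, which does not settle the direction of the arrays. The dye effect and the Cy5 over Cy3 reading cannot be told apart while the direction of the values is unknown.

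No clone was called as deposited, and a count of 0 is reached by all 32 of 32 sign assignments of the arrays by construction, so this comparison says nothing about chance. The highest other assignment called 279 clones and turned replicates 2 and 5, which is the Cy5 over Cy3 reading. A count this far above the real 0 shows a structure of the arrays that follows the dye orientation, and both a dye effect and an effect of 59Q in values that run Cy5 over Cy3 would give it.

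Array 3 holds 197 spots above 5. The same spots had a median Z-ratio of 1.18 on replicates 1, 4 and 6, of the same dye orientation, and of -1.21 on replicates 2 and 5. Of 112 clones with both spots measured and a spot above 5, 74 had both above 5, or 66.1% (95% binomial interval 56.5% to 74.8%). A bound of under 50% was set for a failed channel at single spots that spares the duplicate. It was set after the duplicate counts had been seen, so passing or missing it decides nothing. Such a failure does not by itself account for the 74 clones with both spots above 5. A floored channel or local failure at both neighbouring spots of a clone predicted a median under 1 on replicates 1, 4 and 6, and its absence 1.96 or more, so the value decides neither way, and no biological explanation was tested.

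Bst2 on replicate 2 stood far from the other arrays, at 4.06 against 1.82 for the next. The mean Z-ratio of the oxidative phosphorylation list on replicate 5 did so too, at 0.364 against -0.0327. These are 2 of 31 groups of values tested, and chance alone flags about 1 in 20.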

How the results depend on the processing

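Each array compares both samples directly, so the test of its values is already paired within the array. A further block by replicate number pairs nothing. Combining arrays by the 12 possible flip-dye pairings is a different step. It was run on the values as deposited and changed list calls as given below. The spots beyond 5, the stretch medians and the single spots were chosen after seeing the data. The cause of the differences below was not tested, unless fewer arrays are named. The count of called clones was 0 higher and 0 lower as deposited, and became 272 and 7 read as Cy5 over Cy3, 4 higher on replicates 3, 4 and 6, and at most 1 lower among the 12 flip-dye pairings; leaving out any replicate gave 0 and 0. None of the study's genes passed in any setting.

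Means at or beyond 1.96 numbered 54 higher and 27 lower. They were 162 higher read as Cy5 over Cy3, 212 and 57 with 59Q in Cy5 only, 187 and 57 on replicates 3, 4 and 6, 21 and 1 for clones on all 6 arrays, 9 and 8 with the same sign on every array, 1 and 6 with spots beyond 5 left out, and up to 112 and 56 over the flip-dye pairings. Lower means were fewer with quantile normalization (13) and clipping (16). Leaving out replicates gave 30 to 130 higher and 21 to 74 lower. The furthest were without replicate 2 (130 and 47), without replicate 4 (30 higher), without replicate 5 (86 higher) and without replicate 1 (74 lower).

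Gene means changed sign as follows. In channel order (channel 2 over channel 1) Vdac1 was -0.0257, Actb -0.425, Eef2 -0.248, Eef1a1 -0.255, Dctn5 -0.218 and Vdac3 -0.180. Read as Cy5 over Cy3, Dctn5 was -0.472, Tbp -0.00150, Vdac3 -0.0485, Xbp1 -0.0430, Hspa5 1.19 and Ifitm3 -0.219. With 59Q in Cy5 only, Dctn5 was -0.381, Vdac3 -0.0122 and Hspa5 0.786, and on replicates 3, 4 and 6 they were -0.863, -0.228 and 0.575. Array weights gave -1.01 for Dctn5, -0.0744 for Vdac3 and 0.0232 for Hspa5, and median-centring -0.0194 for Dctn5. Stretch medians gave -0.202 for Vdac3 and 0.0583 for Hspa5. The flip-dye pairings went down to -0.551 for Dctn5 and -0.0478 for Vdac3 and up to 0.454 for Hspa5. Leaving out replicates gave -0.648 to 0.863 for Dctn5, -0.0530 to 1.03 for Eef2, -0.414 to 0.00831 for Vdac2, -0.0884 to 0.114 for Vdac3, -0.0346 to 0.544 for Xbp1 and -0.785 to 0.365 for Hspa5. Keeping their sign over left-out replicates, Actb ran from 0.0397 to 0.953, Eef1a1 from 0.174 to 0.978 and Vdac1 from 0.153 to 0.405. The mean of Bst2 fell from 1.95 to 0.00955 read as Cy5 over Cy3.

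Lists called by camera numbered 1 higher (interferon) and 1 lower (unfolded protein response). They were 3 higher and 1 lower read as Cy5 over Cy3 (higher: ribosomal proteins, the study's list, tubulins and neurofilaments; lower: ubiquitin and proteasome, in place of the unfolded protein response), 4 and 2 in channel order, 3 and 0 with 59Q in Cy5 only, 2 and 0 on replicates 3, 4 and 6, 2 and 2 with a dye term, 4 higher with quantile normalization, 2 higher for genes on all 6 arrays, 2 and 0 with array weights, 2 higher with stretch medians, 2 and 2 with stretch medians and a dye term, 0 and 0 with an estimated correlation, and 3 to 4 higher and down to 0 lower over the pairings. Leaving out replicates gave 1 to 4 higher and 0 to 1 lower. The interferon shift of 0.668 became -0.208 read as Cy5 over Cy3, 0.367 with 59Q in Cy5 only and 0.287 on replicates 3, 4 and 6. It lost its call in each. With an estimated correlation, run on genes measured on all 6 arrays (shift 0.677), the call was lost too. The unfolded protein response shift of -0.293 lost its call at -0.0418 (Cy5 over Cy3), -0.118 (channel order), -0.228 (59Q in Cy5 only) and -0.127 (replicates 3, 4 and 6). It also lost it at -0.234 (array weights) and -0.209 (the highest pairing), and without replicate 2 (-0.208) or replicate 6 (-0.249). With an estimated correlation, run on genes measured on all 6 arrays (shift -0.307), the call was lost too. Leaving out replicates gave -0.391 to -0.208. The ribosomal shift of 0.134, not called, was called at 0.891 (Cy5 over Cy3), -0.346 (channel order), 0.785 (59Q in Cy5 only), 0.552 (replicates 3, 4 and 6), -0.180 (dye term), 0.146 (quantile normalization), 0.160 (all 6 arrays), 0.364 (array weights), 0.167 (stretch medians), -0.159 (stretch medians with a dye term) and 0.158 to 0.412 (pairings), and ran from -0.123 without replicate 1 to 0.482 without replicate 2, where it was called, as it was without replicate 5 (0.321). With an estimated correlation, camera lost the ribosomal call read as Cy5 over Cy3 (adjusted p = 0.543), with a dye term (0.775) and over the pairings (0.483 to 0.873). General transcription, 0.161, was called at 0.163 (channel order), 0.183 (dye term), 0.179 (quantile normalization) and 0.182 (the highest pairing), and ran from 0.132 to 0.191 over left-out replicates, called without replicate 1 (0.191) and without replicate 3 (0.188). Its call with a dye term was lost with an estimated correlation (camera adjusted p = 0.397). The study's list, 0.397, was called at 0.974 (Cy5 over Cy3), 1.04 (59Q in Cy5 only), 0.683 (replicates 3, 4 and 6), 0.511 (quantile normalization) and 0.318 to 0.738 (pairings), was -0.263 in channel order, and ran from 0.0836 to 0.815 over left-out replicates, called without replicate 2 (0.815), replicate 4 (0.578) and replicate 5 (0.508). Of the other comparisons with an alternative, 431 kept their direction and side of the threshold or, for counts, stayed within 1.5 times. Signal over background was not analysed here.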

Differences from the paper's values

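The paper's Fig. 1 gives Z-ratios as mean ± SEM of at least 2 arrays, read by eye here, errors included, and the text does not name which spots or arrays entered. For Vdac1 the paper's value is about 2.1 in Fig. 1, read by eye, and the mean over 6 arrays and 2 clones here was 0.280; the values differ under all alternatives set before the data were examined, the highest being 0.559 with 59Q in Cy5 only. This mean holds 2 clones that run against each other: the clone at probes 5241 and 5242 alone was at 1.69 ± 0.686 (SD, n = 4) with 59Q in Cy5 only and at 1.69 ± 0.854 (SD, n = 6) read as Cy5 over Cy3, where the paper's value falls within its spread, and at 0.567 ± 1.94 (SD, n = 6) as deposited, a spread that also holds it, though the clone's mean is then further from it than 1.5-fold. For Eef2 the paper's value is about 4.3 in Fig. 1, read by eye, against 0.517 here, and for Eef1a1 about 3.9 in Fig. 1, read by eye, against 0.545; both differ under all such alternatives, the highest being 1.51 for each with 59Q in Cy5 only. Of their single clones as deposited, 2 of 5 for Eef2 and 3 of 16 for Eef1a1 have a spread wide enough to hold the paper's value, the highest at 1.25 ± 3.42 and 1.37 ± 2.92 (SD, n = 6). For Dctn5 the paper's value is about 2.6 in Fig. 1, read by eye, against 0.0147 here. It falls within the spread between arrays with quantile normalization (0.266), without replicate 2 (0.381), without replicate 4 (0.863) and in 3 of the 12 flip-dye pairings (0.127 to 0.622). Under the other alternatives it differs, by its sign or by more than the spread between arrays.

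The paper states that Vdac1, Ubb, Actb, Eef2, Eef1a1 and Dctn5 were significantly higher in 59Q transfected cells. Of the 5 analysed here, 0 passed in limma as deposited, and all 5 had means above 0. Read as Cy5 over Cy3, limma called 1 of 2 Vdac1 clones, 3 of 10 Actb clones, 1 of 5 Eef2 clones and 6 of the 16 tested Eef1a1 clones higher, though none of the genes as the mean of its clones, and not the Dctn5 clone. The paper's threshold of 1.96 on a clone's mean was reached by clones of Actb, Eef2 and Eef1a1 in that reading, with 59Q in Cy5 only and on replicates 3, 4 and 6, by clones of Actb and Eef1a1 without replicate 2, and by clones of Actb, with or without Eef2 and Eef1a1, in some flip-dye pairings. It was reached by no clone of Vdac1 or Dctn5 in any alternative.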

Other observations

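The tests of a dye effect on Bst2 and Ifitm3 were chosen after the result was seen. As deposited, genes of the interferon response lay higher in 59Q transfected cells. Of 11 measured, 10 had a mean Z-ratio above 0, and the list shifted by 0.668 against all other genes (limma camera adjusted p = 4.99e-07; p = 0.0456 and adjusted p = 0.537 with an estimated correlation, so the call is lost there; p = 0.116 and adjusted p = 0.975 with fry). The list averaged 0.262 on the arrays with 59Q in Cy5 and 1.39 on those with 59Q in Cy3 (0.386, 1.86, 0.434, 0.00714, 0.926 and 0.192 on replicates 1 to 6), so the shift is carried mostly by replicates 2 and 5, whose direction is in doubt. In the Cy5 over Cy3 reading the shift was -0.208 and the median of the list -0.219. Ifitm3, an antiviral membrane protein, had a mean of 1.92 ± 1.59 (SD, n = 6) and was above 0 on 5 of 6 arrays, and B2m, the light chain of class I molecules, had 1.13 ± 1.40 (SD, n = 6). Both changed sign read as Cy5 over Cy3, to -0.219 for Ifitm3 and -0.218 for B2m. Over all genes 0 passed in limma, 5 had an unadjusted p under 0.05, and 3 (Bst2, Ifitm3 and Igtp) were higher when adjusted over the list alone. Genes of the unfolded protein response lay lower: 21 of 25 had a mean below 0, with a shift of -0.293 (camera adjusted p = 0.00662; adjusted p = 0.537 with an estimated correlation; p = 0.0510 and adjusted p = 0.918 with fry). The camera call of this list was lost without replicate 2 (-0.208) or without replicate 6 (-0.249). Manf was at -1.55, Pdia6 at -0.959, Hsp90b1 at -0.792 and Dnajb11 at -0.677. In that order they were at -4.92, -2.05, -2.80 and -2.17 on replicate 1, the lowest array for each. Read as Cy5 over Cy3 their means were -0.817, -0.472, -0.249 and -0.646. As deposited, 0 genes of the list passed in limma, over all genes or adjusted over the list alone (2 had an unadjusted p under 0.05). Xbp1 had a mean of 0.297 ± 1.04 and Hspa5 of -0.142 ± 2.06 (SD, n = 6), and read as Cy5 over Cy3 they were -0.0430 and 1.19. Neither list was called read as Cy5 over Cy3 (camera adjusted p = 0.590 and 0.971), and the unfolded protein response shift was then -0.0418.

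None of the other lists was called by camera as deposited, none of the lists tested with fry was called, and in each 0 genes passed in limma. In the Cy5 over Cy3 reading camera called tubulins and neurofilaments higher (adjusted p = 0.0257; adjusted p = 0.543 with an estimated correlation) and ubiquitin and proteasome lower (adjusted p = 0.0187; adjusted p = 0.684 with an estimated correlation), so both calls are lost there, and none of the others in this paragraph (adjusted p from 0.272 to 0.971). As deposited, the adjusted camera p was 0.298 for tubulins and neurofilaments, 0.863 for mitochondrial permeability and apoptosis, oxidative phosphorylation and glycolysis, 0.918 for cytosolic chaperones, 0.967 for ubiquitin and proteasome, 0.0957 for general transcription, 0.504 for sterol synthesis, 0.251 for cell cycle, 0.459 for neuroblast identity, 0.934 for markers of other cell types and 0.643 for immediate early and stress genes. The median and the shift against other genes differ in sign for cytosolic chaperones (-0.0303 and 0.0232), sterol synthesis (-0.0151 and 0.107) and glycolysis (-0.0618 and 0.0374). For markers of other cell types camera pointed up while the shift was -0.00197, and for immediate early and stress genes the mean was -0.0187 and the median 0.00708. With a dye term, general transcription was higher (camera adjusted p = 0.0138; adjusted p = 0.397 with an estimated correlation, so the call is lost there), a list that holds Tbp itself.

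A hypothesis from these values is that 59Q transfected cells show an interferon response, which may account for Bst2 and Ifitm3. With both left out, the median Z-ratio of the other 9 genes in the fit with a dye term was 0.424, above the 95th percentile of 10000 random lists (0.166). Such lists ignore the correlation between genes: with an estimated correlation in the same fit, camera gave the whole list an adjusted p of 0.104, so its call is lost there. A dye effect predicted a mean of Bst2 and Ifitm3 below 0 on replicates 2 and 5; the lower of the 2 array means was 1.97. If the values run Cy5 over Cy3, however, a dye effect on these genes would give 1 sign on all arrays, so a dye effect and a response in 59Q transfected cells cannot be told apart while the direction is unknown. No array compared 16Q TBP with the vector, so a response to TBP of any repeat length or to the amount of plasmid stays untested.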
